A study of Parhyale hawaiensis with 8 samples. Its data were reported in "The Maternal Transcriptome of the Crustacean Parhyale hawaiensis Is Inherited Asymmetrically to Invariant Cell Lineages of the Ectoderm and Mesoderm" (2013).

How the data were processed

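Gene expression was measured on 8 two-colour arrays of 1 custom slide, scanned together. Array numbers follow the submitters' titles. Arrays 1 and 2 held the 2 RNA extracts of biological replicate 1 with mesoderm in Cy5, and arrays 3 to 8 those of biological replicate 2 with mesoderm in Cy3, so that arrays within a replicate were technical repeats. Because each replicate had 1 dye orientation, replicate and dye cannot be told apart, although a dye effect cancels in their mean.

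Per the file headers, the authors extracted the intensity of each spot with Agilent Feature Extraction 9.5.3.1, which gave mean signals, local background medians, background-subtracted signals and processed signals corrected for dye, as well as a log10 ratio of red over green that was not used further. The flags for saturation, outliers and signal well above background came from the same deposited files. The authors then corrected the background with normexp at an offset of 50, applied print-tip loess and Aquantile, averaged repeated spots, combined probes by median polish and fitted a linear model with Benjamini-Yekutieli adjustment. Their deposited table holds the resulting log2 ratio of rest over mesoderm, a mean log2 intensity, a p-value and an adjusted p-value per target, with scores (moderated t and log odds) from the authors' linear model that were not used here, and it was read for descriptions, annotation and the authors' own comparison. The direction of the arrays followed the dyes named in the labels.

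From the scanner values the mean and background median signals were corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, normalised within arrays by loess and between arrays by Aquantile. Aquantile changes intensities and not ratios. Control spots entered normexp, had weight 0 in loess and were left out afterwards, and spots with outlier flags were left out while saturated spots were kept. Repeated spots were averaged and the probes of a target combined by median polish of at most 20 rounds. With flagged spots left out, as in the analysis here, the array-level log2 ratios correlated with the authors' deposited table at r = 0.971 over 5115 targets, and 88.0% lay within 0.005 of it. With flagged spots kept they correlated with the authors' deposited table at r = 0.995 over 5187 targets, and 97.1% lay within 0.005 of it. With background-subtracted signals r was 0.894, and with processed signals without loess 0.696.

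Of 9385 targets, 9109 were tested and 276 were left out because all spots of a biological replicate were flagged. A rule that asked for all 8 arrays was used first and was replaced, after its results had been seen, by 1 that asked for at least 1 array in each biological replicate, which added 633 targets. A total of 5115 targets matched the authors' deposited table by name, 4733 of them with a description, and 3994 did not match. The assignment of ESTs to contigs was not used here, so that the comparison without second contig entries was not run and contigs appear only through the authors' deposited table. The strand of paired probes was taken from the probe design and borne out by the match with the deposited table. Targets whose name on the array is made only of digits are named here by their description.

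The tests, the gene groups, the rule for named targets and the alternatives, apart from the rule on missing arrays and the sets stated to be chosen later, were fixed before the data were examined. The test of the biological replicates averaged the arrays of each and fitted log2 ratios against 0 with limma (lmFit and eBayes, 7.05 total degrees of freedom), with Benjamini-Hochberg adjusted p under 0.05. The array-level fit had 1 coefficient per biological replicate over all arrays, tested their mean and used Benjamini-Yekutieli adjusted p under 0.05. Named targets were, per direction, the 10 largest with a description and the 4 largest without one among those past the threshold with the same sign in both replicates, the largest members of each group, the stained RNAs and the genes placed on the array by name; since the fit on the biological replicates called 0 (299 at unadjusted p under 0.05), the array-level calls (85) were used. The SD is that of the 2 replicate means. A target not well above background on any array of a pool has only a bound, the brighter pool's mean against the higher of the array's lowest signal well above background and the target's own. The 31 groups were defined by words in the authors' descriptions or annotation and tested with camera at a preset correlation of 0.01, against described or annotated targets.

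Between 30.8% and 61.4% of spots were well above background in an RNA on an array, and 3169 targets (34.8%) were so in neither RNA on any array. The fits were tested on simulated data of 8476 targets with the arrays' own residuals and 200 targets changed, in 20 simulations. For the comparison of mesoderm with rest, and with replicate deviations of the observed size and random direction, the fit on the biological replicates recovered 77.5% of targets changed by log2 0.5 and 99.6% of those changed by 1, with a mean of 25.6 false calls. The array-level fit recovered 91.4% and 100% with a mean of 160.5 false calls. The changed targets had sizes of log2 0.5, 1, 1.5 and 2, and the residuals were shuffled across targets. Many large changes ease the adjusted threshold, so the recovered shares do not carry over to the real data. There, zams09_N20_068 with a log2 ratio of -1.01 was not called by the fit on the biological replicates. Without replicate deviations the array-level fit had 0 false calls and the other fit a mean of 1.95. There the residuals averaged 0 within each replicate by construction, so these 2 values do not show how the fits behave. In 1 simulation of 31 lists with 40 members each, the list test called the 1 list raised by log2 0.3 and none of the others. Smaller shifts and smaller lists were not simulated.

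Alternatives changed 1 choice at a time, except that processed signals, already corrected for dye by the scanner software, were used without background correction by normexp and without loess, so that their effects cannot be told apart. The others were background-subtracted signals, an offset of 16, median centring, no Aquantile, the mean of probes, flagged spots kept and only targets well above background. Further ones were the other adjustment, an intensity trend in the variance, array weights, each array left out, equal weights and 2 arrays of each replicate. All 8 single arrays were also fitted with the replicate as a random block. Alu sequence was sought as a match of 20 bases to its consensus and LINE-1 as a motif of 5 amino acids with Biopython 1.88, and plots were drawn with matplotlib 3.10.9.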

Results

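RNA of the mesoderm progenitors of Parhyale hawaiensis, an amphipod crustacean whose blastomeres have fixed fates at the 8-cell stage, was compared with RNA of the remaining blastomeres of the same embryos, which found the ectoderm, the endoderm and the germ line. The question was which maternal RNAs are unequally distributed between the 2 pools. Amplified RNA of both pools was labelled with Cy5 and Cy3 and hybridised together on 8 two-colour arrays. The arrays came from 2 biological replicates, and the mesoderm RNA carried Cy5 on the 2 arrays of replicate 1 and Cy3 on the 6 arrays of replicate 2. All ratios are given as log2 of mesoderm over rest, so that a positive value marks an RNA with more signal in the mesoderm progenitors. Each array held 15208 spots that were not controls, and between 4685 and 9337 of them were well above background in a given RNA.

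A target described as cytochrome b5-related, a family of haem-binding electron carriers, was lowest in the mesoderm pool, and 3 of the 25 targets of that description were called lower. Target zams09_N20_068 had a log2 ratio of -1.01 ± 0.16 (SD, n = 2 biological replicates) and zams25_E08_028 a ratio of -0.80 ± 0.17. Another, zams22_D18_077, was not well above background in the mesoderm RNA on any array and was at least 1.28-fold higher in the rest. Thymosin isoform 2, a member of a family of actin-binding peptides, was lower in the mesoderm pool at -0.51 ± 0.01, as was a target described only as isoform d, at -0.56 ± 0.03. On the mesoderm side, the zeta-coat protein, a component of vesicle coats, had a ratio of 0.50 ± 0.36, a zinc finger protein 0.49 ± 0.20 and a mitochondrial ribosomal protein 0.40 ± 0.12.

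Several further targets on the mesoderm side had most of their difference in replicate 1. The DNA polymerase delta subunit 2, part of a replicative polymerase, had ratios of 1.03 and 0.09 in replicates 1 and 2. Alcohol dehydrogenase (zams17_A17_079) gave 0.90 and 0.03, the NADH dehydrogenase Fe-S protein 2 0.64 and 0.05, and protein disulfide isomerase (zamn05_G14_057), which forms disulfide bonds in secreted proteins, 0.57 and 0.07. The hsp70 binding protein gave 0.40 and 0.25. An uncharacterized low-complexity protein gave 0.67 and 0.15, and zaFBplate1_H23_090.ab1_F, which resembles a predicted algal protein, 0.68 and 0.11. The highest ratio of this side was 0.71 ± 0.55, of a target without a description, followed by another at 0.54 ± 0.68, zams24_M19_068 at 0.54 ± 0.64 and zams14_O05_017 at 0.52 ± 0.28.

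On the side of the rest pool, mech2 protein had ratios of -0.64 and -0.16 in replicates 1 and 2, and a target described as a subfamily member -0.62 and -0.20. The tRNA splicing endonuclease 2 homolog gave -0.66 and -0.02, another NADH dehydrogenase target -0.59 and -0.05, and a conserved protein (zaFBplate1_L01_005.ab1_R) -0.18 and -0.56. Of the targets without a description, zams11_C08_030 had a ratio of -0.82 ± 0.42, zams04_O16_050 of -0.79 ± 0.32, zams04_I15_056 of -0.74 ± 0.31 and zamn03_F19_076 of -0.68 ± 0.52. The first 3 of these carry sequence like the Alu repeat. The mesoderm RNA was well above background on 3 of 8 arrays for zams09_N20_068 and zams25_E08_028 and on 1 of 8 for zamn03_F19_076. The other 22 targets described as cytochrome b5-related had ratios between -0.23 and 0.15, and the other thymosin isoform 2 target had -0.06; none of these was called.

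**Figure D1:**
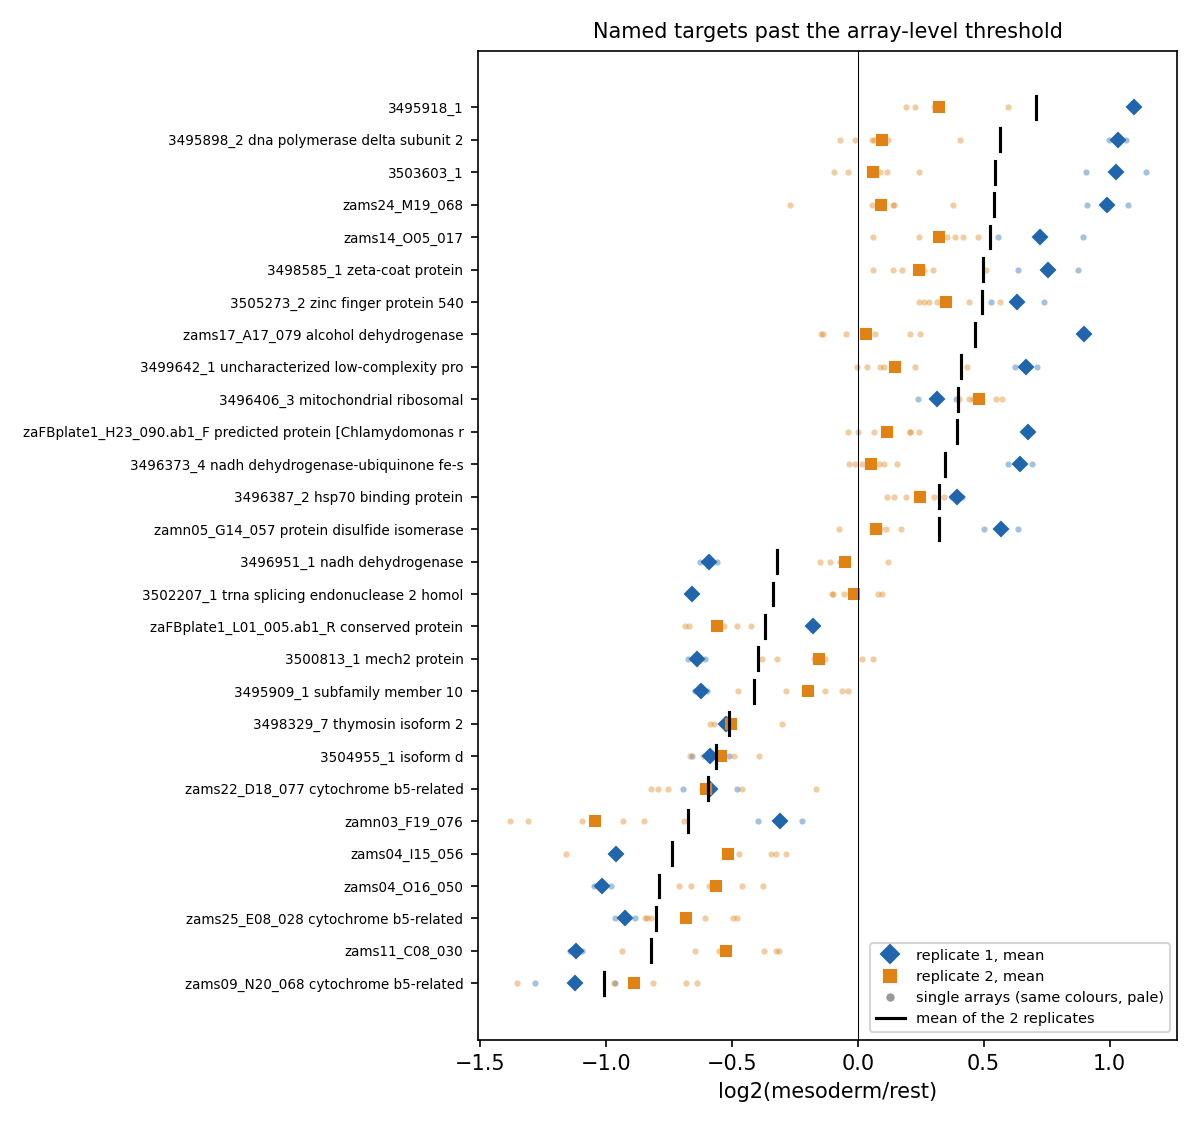
Log2 ratio of mesoderm over rest (horizontal axis) of the named targets past the array-level threshold, 1 target per line. Diamonds and squares are the means of biological replicates 1 and 2, pale points are single arrays and black bars the mean of both replicates.

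Apart from those stated as not called, the targets above passed the array-level fit, in which limma compared the mean of the replicates with the spread between arrays of the same replicate and adjusted p by Benjamini-Yekutieli. It called 85 of 9109 targets, 38 higher and 47 lower in the mesoderm pool, with folds from 1.23 to 2.01. In 75 of them both replicates had the same sign, 33 higher and 42 lower. A call on the mean of the replicates favours targets with the same sign, so this number does not show that the replicates agree. The p-values of the array-level fit measure technical spread only. The fit on the 2 biological replicates, in which limma used 1 averaged value per replicate, called 0 targets after Benjamini-Hochberg adjustment. It called 35 with the scanner software's processed signals without loess and 14 with an intensity trend. With the main settings its lowest adjusted p was 0.207, for zams09_N20_068, and 299 targets (3.28%) had an unadjusted p under 0.05. A limma fit of all 8 single arrays with the replicate as a random block called 39. Its estimated correlation of arrays within a replicate was only 0.142. Technical arrays thus counted nearly as independent replicates, and replicate 2, with 6 arrays, weighed more. With median centring in place of loess the array-level fit called 146 targets higher and 22 lower. With processed signals without loess it called 1 higher and 9 lower. The ratios of 2 cytochrome b5-related targets, close to background, grew with processed signals to -1.91 for zams09_N20_068 and -1.54 for zams25_E08_028. For zams22_D18_077 only a bound can be given. Replicate 1 had only 2 arrays, and without array 1 the fit called 9 targets and without array 2 only 4. Without arrays 5, 6 and 8, left out singly, it called 54, 49 and 50.

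Single targets moved in opposite directions in the 2 biological replicates more often than chance gave. Cathepsin d, a lysosomal protease, had ratios of -1.13 and 0.31 in replicates 1 and 2, the peptidyl-prolyl cis-trans isomerase zamn03_E14_059 of 0.63 and -0.54, and a heat shock 70 kd protein cognate of 0.71 and -0.42. These targets were chosen after their values were seen. Over the 9109 targets, Pearson's correlation of the replicates' ratios was -0.112 and Spearman's -0.120, and 45.7% of targets had the same sign against 49.9% by chance. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give; targets are not independent replicates. Over the 3676 targets well above background the correlations were -0.160 and -0.195. With processed signals without loess the agreement of the 2 biological replicates by Pearson's correlation was -0.0162 (permutation p = 0.123), which ends the call, and with median centring it turned to 0.242. Dye orientation and biological replicate cannot be told apart in this design.

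**Figure D2:**
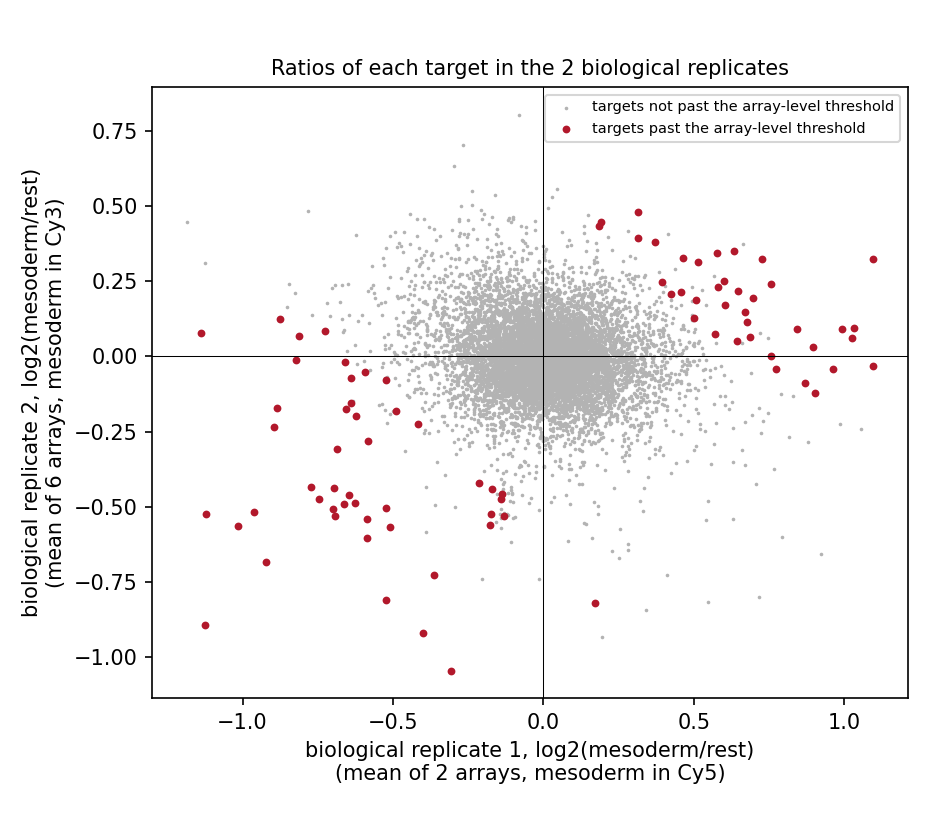
Log2 ratio of mesoderm over rest of each of 9109 targets in biological replicate 1 (horizontal axis) and replicate 2 (vertical axis). Red points are the 85 targets past the array-level threshold, and grey points are all others.

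The 18 targets below -0.4 in both biological replicates included the 3 cytochrome b5-related targets, thymosin isoform 2 and the isoform d target. Of these, zams22_D18_077 was counted by its computed ratios, although only a bound of 1.28-fold can be given for it. A further 10 of the 18 carry sequence like the Alu or LINE-1 repeats, which are mobile elements known from mammalian genomes. Both sets were chosen after calls had been seen, and the LINE-1 motif of 5 amino acids was read from called probes. The count of 10 is therefore no independent evidence, and a motif this short does not identify the origin of the sequence. The remaining 3 had no description: zams10_M02_003 at -0.67 ± 0.20, zaFBplate1_G23_090.ab1_F at -0.55 ± 0.13 and zaFBplate1_L08_022.ab1_F at -0.54 ± 0.04. The only target above 0.4 in both replicates, zaFBplate1_I04_008.ab1_F, without a description, had 0.41 in both and was not called.

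The gene groups had medians between -0.12 and 0.04. Mitochondrial ribosomal proteins, 39 targets, had a median ratio of 0.02, with 1 called higher and 14 higher against 4 lower in both replicates; protein s21 had 0.32 ± 0.12 and was not called. Chaperones and folding factors, 46 targets, had a median of 0.04 (0.08 and -0.04 in replicates 1 and 2) with 12 higher and 12 lower in both replicates and 2 called higher, the hsp70 binding protein and protein disulfide isomerase. With median centring the medians of these 2 groups were 0.13 and 0.11, and both passed the group test (camera adjusted p = 0.000238 and 0.0245). That setting leaves a trend with intensity in the ratios, so these shifts cannot be told apart from one of brightness. The hemolymph, cuticle and gut group passed as lower with it (camera adjusted p = 0.0436), although 33 of its 52 targets were well above background in neither RNA. The t-complex protein 1 subunit gamma, part of the cytosolic chaperonin, had 0.27 ± 0.22 and was not called. Sequences derived from vector or rRNA, 14 targets, had a median of -0.12. The called member, zams19_I05_023, had 0.17 and -0.82 in the 2 replicates.

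Nuclear and mitochondrial genes of the respiratory chain, 79 targets, had 2 called higher and 1 lower. The called members were the NADH dehydrogenase Fe-S protein 2, a mitochondrial iron-sulfur protein of NADH dehydrogenase at 0.31 ± 0.18 and the NADH dehydrogenase target on the rest side. Egg envelope, yolk and lectin genes, 39 targets, had 1 called lower, the ovarian lipoprotein receptor (zamn07_L05_021), which takes up yolk, at -0.32 ± 0.14, while choriogenin h had 0.40 ± 0.46. In the proteasome and ubiquitin group, 80 targets, a ubiquitin-conjugating enzyme (zamn03_H07_026) was called higher with ratios of 0.96 and -0.04. DNA replication and repair (46 targets), membrane traffic (44) and zinc finger and homeobox transcription factors (116) each had 1 called higher, the DNA polymerase delta subunit 2, the zeta-coat protein and the zinc finger protein named above. RNA processing and decay (203) had 1 called lower, the tRNA splicing endonuclease 2 homolog, and genes annotated to cytoskeleton organization (107) had 1 called lower, thymosin isoform 2.

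The remaining 20 groups held no target past the array-level threshold. Regulators of mesoderm and endoderm (4 targets) included a snail homolog, which was not well above background in the rest RNA, and Ph_brachyury, which was so on only 1 of 8 arrays in either RNA; the largest ratio was that of an acidic fibroblast growth factor intracellular binding protein, with -0.67 and 0.24 in replicates 1 and 2. Germline factors (5) included nanos (zaFBplate1_E23_092.ab1_F) at 0.11 ± 0.14, while nanos homolog 2 (zams23_D02_013) and pumilio homolog 2 were well above background in neither RNA. The others were muscle structural proteins (21), the Wnt pathway (15), other signalling pathways (7), mitochondrially encoded respiratory chain genes (15), the cytosolic ribosome (88), translation factors and tRNA synthetases (78), peptidases (101), the actin and tubulin cytoskeleton (79), cell cycle and spindle (17), general transcription (35), chromatin (46), transposable elements (288), hemolymph, cuticle and gut (52), nerve and sense organs (11), and genes annotated to mesoderm development (33), ectoderm and nervous system development (67), germ cell development (53) and cell fate (41). Markers of differentiated tissue could mostly not be measured, since 13 of 21 muscle targets, 33 of 52 of hemolymph, cuticle and gut and 6 of 11 of nerve were well above background in neither RNA on any array.

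With p adjusted over the list alone, the array-level fit called 2 higher and 4 lower among peptidases, 2 higher and 2 lower in general transcription, 2 higher and 2 lower among egg envelope genes, 3 higher among chaperones and 3 lower in RNA processing. It also called 3 higher and 2 lower in the nuclear and mitochondrial respiratory chain, 2 higher in the mitochondrial ribosome, 2 higher in membrane traffic, 3 lower among vector and rRNA sequences and 2 higher and 1 lower in cytoskeleton organization. Single targets were called so in the actin and tubulin cytoskeleton, the proteasome, DNA replication and the zinc finger factors (each 1 higher). Mesoderm regulators, with the growth factor binding protein, and cell cycle genes each had 1 lower. The growth factor binding protein had opposite signs in the replicates. So had called members of other groups, such as zamn03_H07_026 (0.96 and -0.04) and zams19_I05_023 (0.17 and -0.82). In the test of the 31 groups against all other described targets (camera, on the biological replicates), 0 passed Benjamini-Hochberg adjustment and 2 had an unadjusted p under 0.05. These were vector and rRNA sequences (adjusted p = 0.0535) and the mitochondrial ribosome (adjusted p = 0.171). On the array-level fit 1 group passed, vector and rRNA sequences (adjusted p = 0.0106), and it had an adjusted p = 0.539 with an estimated correlation. In 5 groups the median, mean and test differed in sign: mesoderm regulators, nuclear and mitochondrial respiratory chain, DNA replication, general transcription and RNA processing.

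The 10 RNAs that the study stained by in situ hybridisation were picked from its own preliminary array analysis and so are not counted here as independent evidence. The study describes the 10 as unequally distributed between the ectoderm progenitors and the other blastomeres, which are not the 2 pools compared here. Of the 10, 7 could be measured from their own targets. Ph-cg0548 (zamn02_K22_085), described as a pe-pgrs family protein, Ph-cg0667 (zamn01_E08_028), Ph-cg1295 (zaFBplate1_E16_060.ab1_F) and Ph-cg1094 were saturated in the mesoderm RNA on all 8 arrays, so that their folds are not given. The vacuolar ATP synthase subunit h (Ph-cg0505, zamn07_K21_085) had ratios of 0.28 and -0.64 in replicates 1 and 2, the isoform b target Ph-cg2377, saturated on 7 of 8 arrays in the mesoderm RNA, 0.08 and -0.36, and the BTB/POZ domain protein Ph-cg2536 0.25 and 0.06. A second target of Ph-cg1295 (zaFBplate1_B21_095.ab1_F), saturated in the mesoderm RNA on all 8 arrays as well, was called lower by the array-level fit (limma adjusted p = 0.0386). None of the 7 passed either limma fit. In the limma fit on the biological replicates, zamn02_K22_085 had an unadjusted p of 0.0362 and zaFBplate1_E16_060.ab1_F of 0.0242. Both targets were saturated in both RNAs on all 8 arrays, so these p-values cannot be read as a difference of the RNAs.

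Among the 16 genes that the study placed on the array with several probes each, only the germ line genes Ph_nanos and Ph_vasa were bright. Ph_nanos, a translational repressor of the germ line, had a ratio of 0.13 ± 0.06 with mean log2 intensity of 12.5. Ph_vasa, a helicase of the germ line, had -0.23 and 0.24 in replicates 1 and 2, with mean log2 intensity of 12.7. The other 14, among them Ph_brachyury, Ph_GATA, Ph_tinman, Ph_midline, Ph_armadillo, Ph_PL10 and 8 Wnt genes, had mean log2 intensities under 8 and ratios between -0.05 and 0.01. None was called by limma in either fit.

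Sense and antisense probes of the same EST clone gave 286 pairs, which test whether a ratio belongs to a strand. On all arrays, 92 pairs were well above background only on the forward strand, 67 only on the reverse strand, 16 on both and 111 on neither. The log2 ratios of the strands correlated across pairs (Pearson's r = 0.242, permutation p = 5e-05; Spearman's 0.227, permutation p = 0.00011), and their intensities did so negatively (r = -0.225, permutation p = 0.00017). In the 16 pairs with both strands well above background r was 0.156 (permutation p = 0.566). The array-level fit called 9 forward targets, such as zaFBplate1_H23_090.ab1_F, and 2 reverse targets, one of them zaFBplate1_L01_005.ab1_R, and no pair on both strands.

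Contigs assembled from several ESTs were available only as the authors' comparison, in which the ratio runs from rest over mesoderm and has been turned here. In the authors' deposited table a total of 75 targets passed the threshold, 35 of them higher and 40 lower in the mesoderm pool. In the authors' deposited table the lowest contigs were a tak1-binding protein isoform (Contig0195, log2 -0.75), a conserved protein (Contig0134, -0.61) and p150 (Contig0223, -0.58). Higher contigs in the authors' deposited table were an orf16-lacz fusion protein (Contig0234, 0.58), the spindle checkpoint protein bub3 (Contig0785, 0.53), a c-type galactose-binding protein (Contig0570, 0.50) and the transcription elongation factor S-II (Contig0774, 0.45). Of the 49 targets called in the authors' deposited table that matched a target here, 26 were also called by the array-level fit and 44 had the same sign in both replicates. The authors' calls come from the same arrays, so neither number is independent evidence. For the stained RNAs assembled as contigs, the authors' deposited table gave 0.11 for Ph-cg0294 (Contig0106), 0.07 for Ph-cg0332 (Contig0513) and -0.16 for Ph-cg1359 (Contig0666), none past the threshold. The authors' deposited table called the 4 saturated RNAs lower in the mesoderm pool, with limma adjusted p of 0.0172 for Ph-cg0548, 0.0136 for Ph-cg1295, 0.0150 for Ph-cg0667 and 0.0113 for Ph-cg1094, and the second target of Ph-cg1295 too, with 0.00532.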

Values the study reported

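The study reported 35 RNAs enriched in the pool of mesoderm progenitors at an adjusted p-value under 0.05. Together with a second experiment on ectoderm progenitors, it reported 129 RNAs as unequally distributed at the 8-cell stage. Of 10 RNAs examined by in situ hybridisation, 6 gave a signal in the cytoplasm around the nuclei, and 4 gave none. For the 6 with a signal, the study reported that it was stronger in the blastomeres where the arrays had placed the RNA.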

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

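Of the tests in this part, that on bright targets without saturation was written before its result was seen, and all others were chosen after the results they concern had been seen.

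In the 57 values tested over the 6 arrays of biological replicate 2, 6 had an array far from the others, where chance would give about 2.85. The vacuolar ATP synthase subunit h (zamn07_K21_085) had a log2 ratio of -1.39 on array 5, against -0.60 on the nearest array. The target without a description that had the highest ratio had 0.60 on array 5 against 0.31. The NADH dehydrogenase target of the rest side had 0.12 on array 5 against -0.05. Ph_Wnt-A, close to background, had -0.0194 on array 5 against 0.0441. Thymosin isoform 2 had -0.30 on array 8 against -0.52, over 5 arrays. The Alu-like zams04_I15_056 had -1.16 on array 7 against -0.52. Array 5 held 4 of the 6 values.

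Spike-in controls, which no comparison above uses, mostly had opposite signs in the replicates after normalisation. The median log2 ratio of the 8 that were well above background was -0.75. Their means over the 2 replicates, in which a dye effect cancels, all lay below 0, from -0.89 to -0.51. Of the 8, 2 were lower in both replicates. Single controls ranged up to 2.36 and -3.38 in replicates 1 and 2. A control with more signal in the same dye on all arrays changes sign here, because the replicates have opposite dyes. These signs therefore do not measure how well the replicates agree. In the authors' deposited table, among 56 entries of positive controls, 21 passed the threshold, all higher in the rest pool.

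The difference between the 2 biological replicates passed the Benjamini-Yekutieli threshold in limma for 173 targets, 164 of them with opposite signs, more than the 85 called for the mean of the replicates. With the sign of each target's replicate means drawn at random, 100 of 100 draws called at least 85 targets (93 to 154), so the number of calls alone does not exceed what replicates without a shared direction give. Noise between arrays is argued against, since arrays of the same replicate correlated at 0.344 or more and arrays of different replicates at -0.06 or less over targets well above background. A dye effect, unequal dissection and unequal amplification may each account for the difference, and they cannot be told apart because each replicate has 1 dye orientation. A biological difference between the embryos of the 2 replicates stays open and was not tested.

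Of 35 targets saturated in the mesoderm RNA on all 8 arrays, among them 4 of the stained RNAs, 33 were below 0 in both replicates, with medians of -0.13 and -0.46. Bright targets that were never saturated had medians of 0.14 and 0.01 (mean 0.0742). The unnormalised ratios of the saturated targets were near 0 (medians 0.02 and 0.07), while those of the bright unsaturated targets were 0.32 and 0.59, so that saturation followed by normalisation may account for the negative values. Lower abundance in the mesoderm pool cannot be told apart from this on these arrays, because only 2 targets were saturated in the mesoderm RNA alone (2 of them lower in both replicates). For the stained RNAs the study had other evidence. It reported Ph-cg1295 as enriched in the ectoderm progenitors in 2 array experiments and by staining. It also reported stronger staining of Ph-cg0667 in the large ectoderm progenitors than in the large mesoderm progenitor.

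All 11 targets with Alu or LINE-1 sequence were lower in the mesoderm pool in both replicates, with median log2 ratios of -0.76 for the 4 Alu-like and -0.58 for the 7 LINE-1-like targets. All 11 kept their sign between the replicates, which had opposite dyes. The sets were chosen after calls on the mean of the replicates, in which a dye effect cancels. A kept sign was therefore favoured beforehand and does not test a dye effect on these probes. A fall of mobile elements as a class is argued against, since the 288 targets described as transposable elements had a median of -0.0125 with an SD of 0.07. The 161 of them well above background in some RNA had a median of 0.00 and a lowest value of -0.20. Nucleic acid of another organism, with more of it in the rest pool, may account for the pattern and would move both families alike; their medians differed by 0.188, but the targets of each family share nearly 1 sequence and the LINE-1 motif was read from called probes, so this cannot be told apart from unequal transcripts of the embryo itself. The latter was not tested.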

How the results depend on the processing

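The targets measured on all 8 arrays, the sets without saturated or repeat-like targets, the set matched to the deposited table and the correlation after intensity deciles were chosen after seeing the data; the other alternatives were planned. Each ratio already pairs both pools on 1 array; no paired analysis was possible beyond that because the array numbers are not shared between dye orientations. The planned sets without second contig entries were not run. Processed signals stand here for signals corrected by the scanner software and taken without normexp and loess, which changes more than 1 choice. The 28 named called targets kept their direction under every alternative of the array-level fit in which they were followed (between 20 and 28 of them). They were not followed with 2 arrays of each replicate or with the replicate as a random block. Leaving out a biological replicate could not turn them, since they were picked for the same sign in both. Nor could the other adjustment, the intensity trend, no Aquantile or the sets of fewer targets, which leave each ratio unchanged. Most of the 28 lost the threshold with processed signals (23), with an offset of 16 (19), with equal weights (16) and without array 1 (21) or array 2 (25).

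The fit on the biological replicates called 0 targets and, in limma, 35 with processed signals and 1 with an offset of 16 (zams09_N20_068). It called 6 among targets well above background and 14 with an intensity trend. With 1 array left out it called 0 to 2, the 2 being zams09_N20_068 and zams25_E08_028. The limma fit of all 8 single arrays with the replicate as a random block, in which technical arrays counted nearly as independent, called 39. All 14 with the trend were lower in the mesoderm pool, and 10 of them were repeat-like and 3 cytochrome b5-related.

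The array-level fit called 85 targets, and 10 with processed signals, 23 with an offset of 16, 168 with median centring, 139 with flagged spots kept, 173 among targets well above background, 342 with Benjamini-Hochberg, 148 with an intensity trend, 208 with array weights, 56 with equal weights (10 higher, 46 lower) and 23 among targets matched to the deposited table. It called 73 among targets on all 8 arrays, 73 without saturated targets, 65 without repeat-like ones, 4 to 61 with 1 array left out, and a median of 0 (0 to 6) with 2 arrays of each replicate, where fewer arrays entered. The cause was not tested for the others.

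The agreement of the 2 biological replicates, Spearman's correlation given beside Pearson's (-0.112, Spearman -0.120), was -0.0162 with processed signals (permutation p = 0.123; Spearman -0.00731, p = 0.485) and -0.121 to -0.0953 with 1 array left out (Spearman -0.131 to -0.103). It turned to 0.242 (Spearman 0.297) with median centring, which leaves a trend with intensity in the ratios; with the median of each intensity decile taken off it was -0.0853. Gene lists past adjustment numbered 0. Vector and rRNA sequences passed alone with background-subtracted signals, with the mean of probes, among targets well above background and on the array-level fit. With an estimated correlation the array-level call was lost (camera adjusted p = 0.539). Processed signals gave 1 list (hemolymph, cuticle and gut, lower). Median centring gave 3 (mitochondrial ribosome and chaperones higher, hemolymph, cuticle and gut lower). The strand pairs kept their direction and their side of the threshold.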

Other observations

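The values by intensity were computed after the correlation with median centring had been seen.

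With median centring in place of loess, ratios depended on the brightness of the target in both replicates, though not in the same way. In the dimmest of 10 groups of targets by intensity the median log2 ratio was -0.12 in replicate 1 and -0.21 in replicate 2, and in the 8th group it was 0.13 and 0.23. In the brightest group the medians were 0.01 and 0.33, so that the median was highest in the brightest group in replicate 2 and in the 7th group (0.14) in replicate 1. Mitochondrial ribosomal proteins (median 0.13) and chaperones (0.11) lay above the median of all targets (-0.02) on that scale.

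Among the 173 targets that differed between the biological replicates, 75 had a description. Serine acetyltransferase (zaFBplate1_K23_086.ab1_F) had log2 ratios of 0.55 and -0.82 in replicates 1 and 2, and a rhodanese domain protein of -1.14 and 0.08. The latter was also among the 19 targets called for the mean of the replicates.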
